A study of Mus musculus with 24 samples. Its data were reported in "AMPK promotes TFEB transcriptional activity through dephosphorylation at both MTORC1-dependent and -independent sites" (2026).

How the data were processed

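RNA was isolated from MEFs of 2 genotypes under 3 treatments, with 4 libraries per group and 24 in all. Libraries were made from poly(A) RNA and sequenced as short paired-end reads. According to the methods of the study, the authors ran the nf-core/rnaseq workflow with the STAR aligner on the mouse genome GRCm38 with an Ensembl annotation, and gave the options under which the workflow handles molecular identifiers with UMI-tools. The deposited tables are laid out as Salmon writes its estimates. The deposited gene table holds estimated counts per gene, which are not normalized and in part not whole numbers, and the deposited transcript tables hold estimated counts per transcript, effective lengths and TPM, an abundance scaled for length and depth. The gene counts equalled the sums of the transcript counts of the same library, with a largest difference of 1.2e-10. Counts were taken from the gene table, and lengths and TPM weights from the transcript tables served for the length offset alone. The study's methods mention a removal of batch effects without naming the batch. Since all libraries here carry the same batch label, none was removed.

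Each library was assigned to its group by its deposited labels for genotype and treatment. Groups of 4 libraries were compared in 8 comparisons, which are MK-8722 and torin1 against DMSO in WT and in AMPK KO, AMPK KO against WT in DMSO, torin1 against MK-8722 in WT, and the interaction of each drug with genotype. Estimated counts were rounded to whole numbers, genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and a quasi-likelihood model of 6 group means was fitted to all 24 libraries in edgeR 4.0.16 under R 4.3.3. Tests were two-sided. P values were adjusted by the Benjamini-Hochberg method over the 15828 genes tested, and a gene was called at an adjusted p under 0.05 and a fold change of at least 1.2 in either direction. Standard errors of log2 fold changes come from the same fit. The common biological coefficient of variation was 0.079. CPM are counts scaled to a common library size with the TMM factors, and log2 CPM used a prior count of 2. A fold against a group in which every library had at most 3 counts was computed against that floor of 3 counts and is given as a lower bound. Counts approximate molecules only as far as the handling of the molecular identifiers removed copies, which was not tested here, and such floors cover counting error alone.

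The comparisons, the tests, the alternatives and the 3 gene lists were chosen before the data were examined. The lists were written from general knowledge of lysosomal, ATF4-regulated and sterol synthesis genes. List tests used camera on the counts, which edgeR turns into z-scores for it, with an inter-gene correlation of 0.01. Beside it, fry and camera with an estimated correlation were run in the same way (limma 3.58.1). Each was adjusted over 21 tests. Genes were named by a rule. Named were the targeted genes, Hexa, Ctsa, Flcn and Fnip1, which the study measured by RT-qPCR, and Tfeb, Tfe3 and Mitf, and for each comparison with DMSO and between genotypes the 2 called genes with the largest rise and the 2 with the largest fall that had a mean of at least 5 CPM over all libraries and no overlap between the groups. For each interaction, the 2 largest in each direction were named without the condition on overlap. Gene models and pseudogenes were passed over. Further gene names, of sex-linked genes and their homologues, of genes that escape X inactivation and of Cdkn1a with 6 other genes of the p53 pathway, were chosen for the tests that use them. Positions are from the GENCODE annotation of GRCm38, which held 15808 (99.87%) of the genes tested. All genes named by position are protein-coding except Xist, a long non-coding RNA, and positions cover the whole gene from first to last base.

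Alternatives were other scalings (DESeq2 size factors, library size alone), other filters (none, or at least 10 counts in every sample), counts not rounded, an offset for transcript length, passage or replicate number as a block, fits of the compared libraries alone, other thresholds (adjusted p alone, a fold change of at least 1.5, a test against a fold change of 1.2), DESeq2 1.42.0, and leaving out each library in turn. A further alternative, added after the data had been seen, removed a smooth trend with GC content and transcript length in each library. Regroupings of the libraries were refitted, with all 35 splits for comparisons of 8 libraries and 100 draws for interactions and passage slopes. For the lists, treatments were also exchanged within passages alone, in all 128 ways, on log2 CPM. This test was added after the data had been seen.

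The procedures were tested on simulated counts drawn from the means and library sizes of these libraries. Of 200 changed genes, 90% were called, and 1.1% of 182 calls were false. Fitted and true log2 fold changes of these genes had a correlation of 0.994. A comparison without changed genes gave 0 calls among 15472 genes. A list of 73 genes shifted by 0.5 was measured at 0.51, and a chromosome of 644 genes shifted by 0.5 at 0.5, with at most 0.02 on the 19 others. Of 200 simulated passage slopes, 99% were called, with 0 calls among 15163 genes without slopes. A simulated GC trend gave 3555 calls among 15431 genes and 0 after the correction, under which 90% of the changed genes were called. With treatments exchanged within passages, 1 of 128 exchanges, the real one, was as far from 0 for a simulated difference of a list, and 65 of 128 for a list without one.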

Results

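Poly(A) RNA from mouse embryonic fibroblasts (MEFs), connective tissue cells cultured from mouse embryos, was sequenced in 24 libraries. The MEFs were wild-type (WT) or labelled as knockout for AMP-activated protein kinase (AMPK KO). Cells of each genotype were treated with vehicle (DMSO), with MK-8722, a small-molecule activator of AMPK, or with torin1, an inhibitor of the kinase MTOR, giving 6 groups of 4 libraries. The labels give a passage number for each library, 12 to 15 in WT and 16 to 19 in AMPK KO, and 1 library of each passage is in each group. Passage therefore varied within every group, but the genotypes shared no passage and each genotype was represented by cells of a separate passage range. RNA integrity numbers lay between 9.7 and 10. All libraries carry the same batch label, so no comparison could be repeated within batches.

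The total estimated count per library ranged from 26900240 in WT MK-8722 replicate 3 to 34192685 in WT DMSO replicate 4. After removal of genes with low counts, 15828 of the 55487 genes in the table were tested, and these held 99.96% of all counts. Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to a common library size) between replicates of a group lay between 0.9888 and 0.9934 over 36 pairs. The chi-square per degree of freedom of these pairs lay between 3.65 and 28.1, so no pair of replicates agreed within sampling noise and all 24 libraries were counted separately. In a principal component analysis, the first component held 73.7% of the variance and separated the genotypes, and the second held 10.9% and separated torin1 from the other treatments.

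The transcripts of the targeted genes were examined first, because they bear on the genotype labels. Prkaa1 and Prkaa2 encode the catalytic subunits of AMPK. Prkaa1 (ENSMUSG00000050697, chromosome 15, 5143861 to 5181899) was measured at 80.9 ± 2 CPM (SD, n = 4) in WT and 70.9 ± 2.95 CPM (SD, n = 4) in AMPK KO cells treated with DMSO, a log2 fold change of -0.19 (SE 0.047, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.001). Its sign depended on the processing, since the log2 fold change was 0.01 after a correction for GC content and transcript length. Prkaa2 (ENSMUSG00000028518, chromosome 4, 105029874 to 105109890) was measured at 4.74 ± 1.12 CPM (SD, n = 4) in WT and 3.21 ± 0.97 CPM (SD, n = 4) in AMPK KO, a log2 fold change of -0.56 (SE 0.2, edgeR adjusted p = 0.015). The edgeR adjusted p of Prkaa2 rose to 0.053 without WT DMSO replicate 4 and to 0.064 without AMPK KO DMSO replicate 4. With MK-8722, Prkaa2 was at 7.76 ± 1.29 CPM in WT and 3.41 ± 0.671 CPM in AMPK KO (SD, n = 4 each). With torin1, it was at 4.52 ± 0.675 and 4.93 ± 0.617 CPM (SD, n = 4 each), so the lower level in AMPK KO was not seen there. Both transcripts were thus present in the libraries labelled AMPK KO, at counts of 2046 to 2686 for Prkaa1 and 78 to 186 for Prkaa2 per library. A knockout allele can leave its transcript in place, and counts per gene do not show whether an exon was lost, so these values do not check the genotype labels. AMPK KO below means the libraries labelled so.

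The first question was which transcripts the AMPK activator changed in cells with AMPK. In WT MEFs, 2483 genes differed between MK-8722 and DMSO at an adjusted p under 0.05 and a fold change of at least 1.2, of which 1587 were higher and 896 lower with MK-8722 (63.9% higher). The count depended most on the fold change required, and was 833 at a fold change of at least 1.5. Among the genes that met the naming rule, the largest rises were those of Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), from 4.4 ± 1.2 to 43.9 ± 8.15 CPM (SD, n = 4 each), and Gfra1 (ENSMUSG00000025089, chromosome 19, 58235604 to 58455909), from 1.65 ± 0.91 to 10.2 ± 3.71 CPM (SD, n = 4 each). Their log2 fold changes were 3.31 (SE 0.29, edgeR adjusted p = 6.4e-09) and 2.61 (SE 0.34, edgeR adjusted p = 3.3e-06). The largest falls were those of Pde4b (ENSMUSG00000028525, chromosome 4, 102087543 to 102607259), from 11.7 ± 1.88 to 0.926 ± 0.0868 CPM (SD, n = 4 each), and Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), from 23.4 ± 2.32 to 3.69 ± 0.87 CPM (SD, n = 4 each). Their log2 fold changes were -3.65 (SE 0.15, edgeR adjusted p = 5.5e-14) and -2.66 (SE 0.2, edgeR adjusted p = 5.7e-10).

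The same treatment was then examined in AMPK KO MEFs. There, 247 genes passed the same thresholds, 137 higher and 110 lower (55.5% higher), and 2610 genes had an unadjusted p under 0.05. This count varied with the processing more than that in WT. It was 8 when the test itself was made against a fold change of 1.2, 121 without AMPK KO MK-8722 replicate 1 and 729 with passage as a block. Among genes that met the naming rule, Stc2 (ENSMUSG00000020303, chromosome 11, 31357307 to 31370074) rose from 4.87 ± 0.846 to 11.7 ± 2.49 CPM (SD, n = 4 each), a log2 fold change of 1.26 (SE 0.25, edgeR adjusted p = 0.0081). Tnfaip2 (ENSMUSG00000021281, chromosome 12, 111442469 to 111455018) rose by a log2 fold change of 0.92 (SE 0.25, edgeR adjusted p = 0.047), and this call was lost in 7 of the 8 fits that each left out 1 of the libraries compared, with adjusted p values of up to 0.13. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) fell from 4.35 ± 1.39 to 0.949 ± 0.151 CPM (SD, n = 4 each), a log2 fold change of -2.19 (SE 0.44, edgeR adjusted p = 0.0081). Arrdc4 (ENSMUSG00000042659, chromosome 7, 68736995 to 68749241) fell by a log2 fold change of -1.08 (SE 0.24, edgeR adjusted p = 0.016), a call lost in 3 of the 8 such fits (without AMPK KO DMSO replicate 3, adjusted p = 0.064). With MK-8722 in WT, Cyp1b1 and Arrdc4 also fell, by -1.49 and -1.16 (edgeR adjusted p = 0.002 and 0.0014). Stc2 and Tnfaip2 were at 0.47 and 0.15 there (edgeR adjusted p = 0.17 and 0.44). The difference between genotypes was not called for Cyp1b1, Arrdc4, Stc2 or Tnfaip2 (edgeR adjusted p = 0.46, 0.92, 0.14 and 0.064).

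Torin1 was included to inhibit MTOR with and without AMPK. It changed 7540 genes in WT, 4204 higher and 3336 lower (55.8% higher), and 6879 genes in AMPK KO, 4096 higher and 2783 lower (59.5% higher). In WT, torin1 and MK-8722 were also compared directly, and 7229 genes differed, 3870 higher and 3359 lower with torin1 (53.5% higher). Requiring a fold change of at least 1.5 moved these counts most, to 3855, 3146 and 3551. The split into higher and lower depended on the scaling of the libraries. With library size alone, 67.5% of the genes called for torin1 in WT were higher, 65.3% of those between torin1 and MK-8722 and, for MK-8722 in AMPK KO, 45.1%. That scaling moved the median log2 fold change of all tested genes to 0.14 for torin1 in WT, 0.12 for torin1 in AMPK KO, 0.16 for AMPK KO against WT and 0.12 for torin1 against MK-8722, so changes in these comparisons are relative to a reference that the scaling sets.

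In both genotypes the largest falls with torin1 among genes that met the naming rule were those of Slc7a11 (ENSMUSG00000027737, chromosome 3, 49892526 to 50443614) and Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032). Slc7a11 had a log2 fold change of -6.28 (SE 0.59, edgeR adjusted p = 2.4e-09) in WT and -5.46 (SE 0.47, edgeR adjusted p = 1e-09) in AMPK KO. Trib3 had a log2 fold change of -5.47 (SE 0.34, edgeR adjusted p = 2.3e-12) in WT and -4.76 (SE 0.31, edgeR adjusted p = 1.3e-11) in AMPK KO. Gpnmb rose in WT, with a log2 fold change of 3.2 (SE 0.29, edgeR adjusted p = 1.1e-09), and in AMPK KO, with 4.24 (SE 0.37, edgeR adjusted p = 1.2e-09). In AMPK KO, Mettl27 (ENSMUSG00000040557, chromosome 5, 134932368 to 134942637) rose from 3.98 ± 0.671 to 30.7 ± 3.53 CPM (SD, n = 4 each), a log2 fold change of 2.94 (SE 0.13, edgeR adjusted p = 7.8e-14). Pcdhga10 (ENSMUSG00000102222, chromosome 18, 37746993 to 37841873) also met the rule in WT. It had 0 counts in each WT DMSO library, so its fitted log2 fold change of 5.11 depends on the prior count, and against a floor of 3 counts it was at least 1.32-fold higher with torin1, at 2 to 9 counts per library. Genes of this protocadherin cluster share exons, so its counts are uncertain.

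Whether the response to each drug differed between genotypes was tested by an interaction term. For MK-8722, 2023 genes had a response that differed between AMPK KO and WT, 811 with a higher and 1212 with a lower response in AMPK KO (40.1% higher). For torin1, the number was 1119, 657 higher and 462 lower (58.7% higher). With passage as a block, the number for torin1 was 1861, 987 higher and 874 lower. The direction of the torin1 split was not robust. It was 48.5% higher under DESeq2 size factors and 42.1% under library size alone, and a fit of the compared libraries alone gave 308 higher and 831 lower. Over the fits that each left out 1 library, the genes higher ran from 231 (without WT torin1 replicate 1) to 786 (without WT torin1 replicate 4) and the genes lower from 337 (without AMPK KO DMSO replicate 1) to 793 (without AMPK KO DMSO replicate 3). These counts moved most when the test was made against a fold change of 1.2, to 500 for MK-8722 and 101 for torin1. Of the 1587 genes raised by MK-8722 in WT, 963 (60.7%) had a lower response in AMPK KO by this test and 0 had a higher one, and at an unadjusted p under 0.05 the numbers were 1289 and 0. Of the 4204 genes raised by torin1 in WT, 363 (8.63%) had a lower and 45 (1.07%) a higher response in AMPK KO. At an unadjusted p under 0.05, the numbers for torin1 were 988 and 152. Both sets of genes were chosen for a rise in the WT libraries that the test of the difference also uses, which favours a lower response in AMPK KO by construction, so the direction of these counts is no separate evidence.

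By the naming rule, the largest differences in the response to MK-8722 were those of Pde4b (3.69, SE 0.18, edgeR adjusted p = 3e-12) and Klf2 (2.7, SE 0.26, edgeR adjusted p = 1.9e-07), which fell in WT alone, and of Gpnmb (-3.59, SE 0.67, edgeR adjusted p = 0.00064), which rose in WT alone. For torin1, they were those of Slc7a3 (ENSMUSG00000031297, chromosome X, 101079210 to 101086020) (3.74, SE 0.6, edgeR adjusted p = 0.00039), Ddit4 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834) (1.44, SE 0.2, edgeR adjusted p = 1e-04) and Afap1l2 (ENSMUSG00000025083, chromosome 19, 56912361 to 57008228) (-2.32, SE 0.22, edgeR adjusted p = 8.6e-07). Ddit4 fell with torin1 from 57 ± 7.83 to 2.87 ± 0.776 CPM in WT and from 40 ± 5.61 to 5.45 ± 0.769 CPM in AMPK KO (SD, n = 4 each). Pcdhga10 met the rule for both drugs, but with at most 9 counts in any WT library its fitted differences depend on the prior count.

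**Figure D1:**
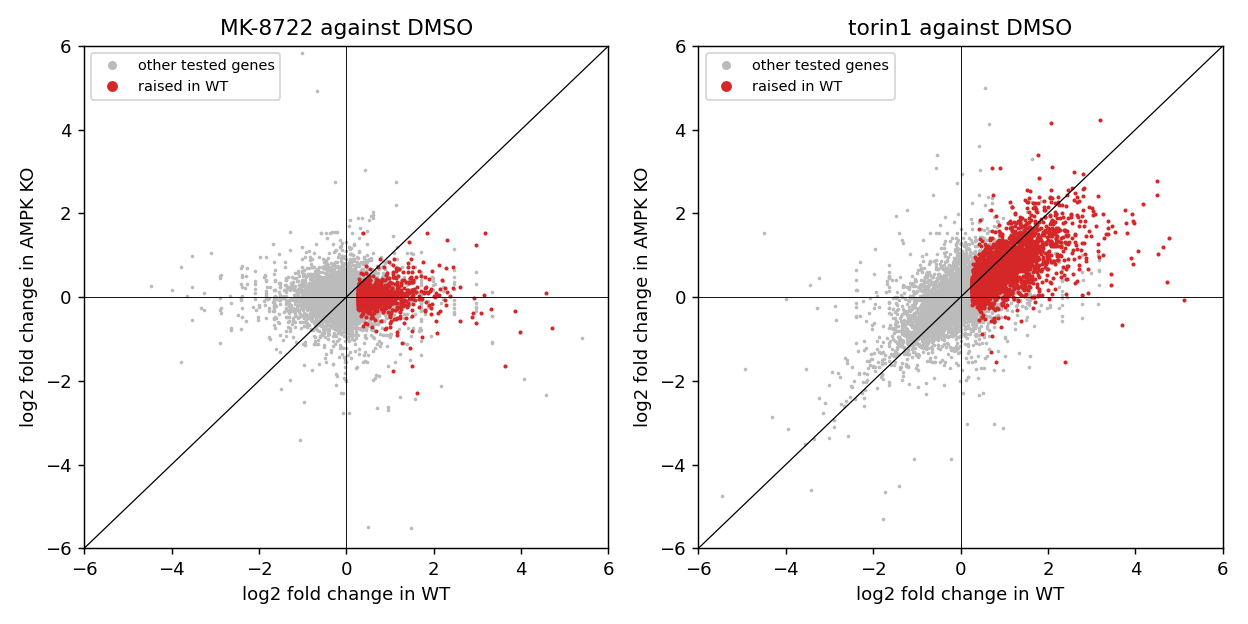
Log2 fold change against DMSO in WT (x axis) and in AMPK KO (y axis) of each of the 15828 tested genes, for MK-8722 (left) and torin1 (right), with the genes raised in WT in red and the line of equal change in black. The genes raised by MK-8722 in WT lie around 0 in AMPK KO, where their median was 0.03, and those raised by torin1 lie along the line, with a median of 0.53 in AMPK KO.

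The calls were also compared by overlap. Of the genes raised by MK-8722 in WT, 28 were raised in AMPK KO, which is 1.76% of the 1587 and 1.65% of the genes raised in either genotype. Over all genes tested, 0.866% were raised by MK-8722 in AMPK KO. The share of 1.76% varied with the processing and with the libraries included. It was 0 when the test was made against a fold change of 1.2, 2.63% with DESeq2 and 5.23% (93 genes) with passage as a block. It was 0.804% without AMPK KO MK-8722 replicate 1 and 2.41% without WT DMSO replicate 4. Of the genes raised by torin1 in WT, 3139 were raised in AMPK KO, which is 74.7% of the 4204 and 60.8% of the genes raised in either genotype, while 25.9% of all tested genes were raised by torin1 in AMPK KO. The share of 74.7% moved most at a fold change of at least 1.5, to 62%. Across the tested genes, which are not independent replicates, the log2 fold changes in WT and AMPK KO had a Pearson's r of 0.01 and a Spearman's rho of 0.08 for MK-8722, and 0.72 and 0.78 for torin1. WT and AMPK KO comparisons share no control library.

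In WT, 856 genes were raised by both drugs, which is 53.9% of the genes raised by MK-8722, while 26.6% of all tested genes were raised by torin1. With library size alone as the scaling the share was 61.4%. These comparisons share their DMSO libraries, so unchanged groups were simulated against those libraries in 20 draws. In the simulation, the correlation across genes had a median of 0.48 against 0.34 observed, and the share of genes with the same sign a median of 66.9% against 62.4% observed. In unchanged groups all changes are noise, so shared controls give a correlation of this size by construction. In the real libraries the drugs added changes of their own. The simulated values therefore do not tell how much of the observed correlation comes from shared controls. Unchanged groups gave 0 genes raised by either drug, so the simulation could not give an overlap of calls to compare with the 856.

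The study measured Hexa, Ctsa, Flcn and Fnip1 by RT-qPCR as transcripts of TFEB targets, and these were taken as a fixed set. TFEB and TFE3 are transcription factors that drive lysosomal genes. In WT cells treated with DMSO, Hexa (ENSMUSG00000025232, chromosome 9, 59539540 to 59565109) was measured at 37 ± 3.07, Ctsa (ENSMUSG00000017760, chromosome 2, 164832873 to 164841032) at 109 ± 8.07, Flcn (ENSMUSG00000032633, chromosome 11, 59791408 to 59810016) at 32.2 ± 2.39 and Fnip1 (ENSMUSG00000035992, chromosome 11, 54438199 to 54518235) at 28 ± 0.767 CPM (SD, n = 4 each). With MK-8722 in WT they rose to 96.5 ± 5.08, 207 ± 13.7, 71.8 ± 2.3 and 71.6 ± 3.9 CPM (SD, n = 4 each). The log2 fold changes were 1.38, 0.93, 1.16 and 1.35 (SE 0.085, 0.061, 0.077 and 0.11), and the largest edgeR adjusted p among them was 2.1e-09 over all genes. In AMPK KO, MK-8722 gave log2 fold changes of 0.05, -0.01, 0.05 and 0.08 (SE 0.085, 0.061, 0.079 and 0.11), all smaller than their errors, and the smallest edgeR adjusted p was 0.8. The difference between genotypes in the response to MK-8722 was -1.33, -0.94, -1.11 and -1.27 on the log2 scale (SE 0.12, 0.086, 0.11 and 0.16), with a largest edgeR adjusted p of 4.4e-06. Torin1 gave log2 fold changes of 0.68, 0.67, 0.61 and 0.88 in WT and 0.62, 0.78, 0.9 and 1.37 in AMPK KO, and the largest edgeR adjusted p among these 8 was 1.3e-06. The response to torin1 differed between genotypes by -0.07, 0.11, 0.3 and 0.49, with edgeR adjusted p of 0.8, 0.47, 0.085 and 0.044 over all genes. Adjusted over the list alone, Flcn (0.023) and Fnip1 (0.016) passed. With passage as a block, the Flcn difference was 0.29 (edgeR adjusted p = 0.043 over all genes), so its call depended on the setting. The Fnip1 difference lost its call over all genes in 13 of the 16 fits that each left out 1 of the libraries compared, with adjusted p of up to 0.15 (without AMPK KO DMSO replicate 4). In DMSO, the genotypes differed by 0.07 for Hexa and 0 for Ctsa (edgeR adjusted p = 0.47 and 0.99), and by -0.21 for Flcn and -0.36 for Fnip1 (edgeR adjusted p = 0.02 and 0.0074).

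**Figure D2:**
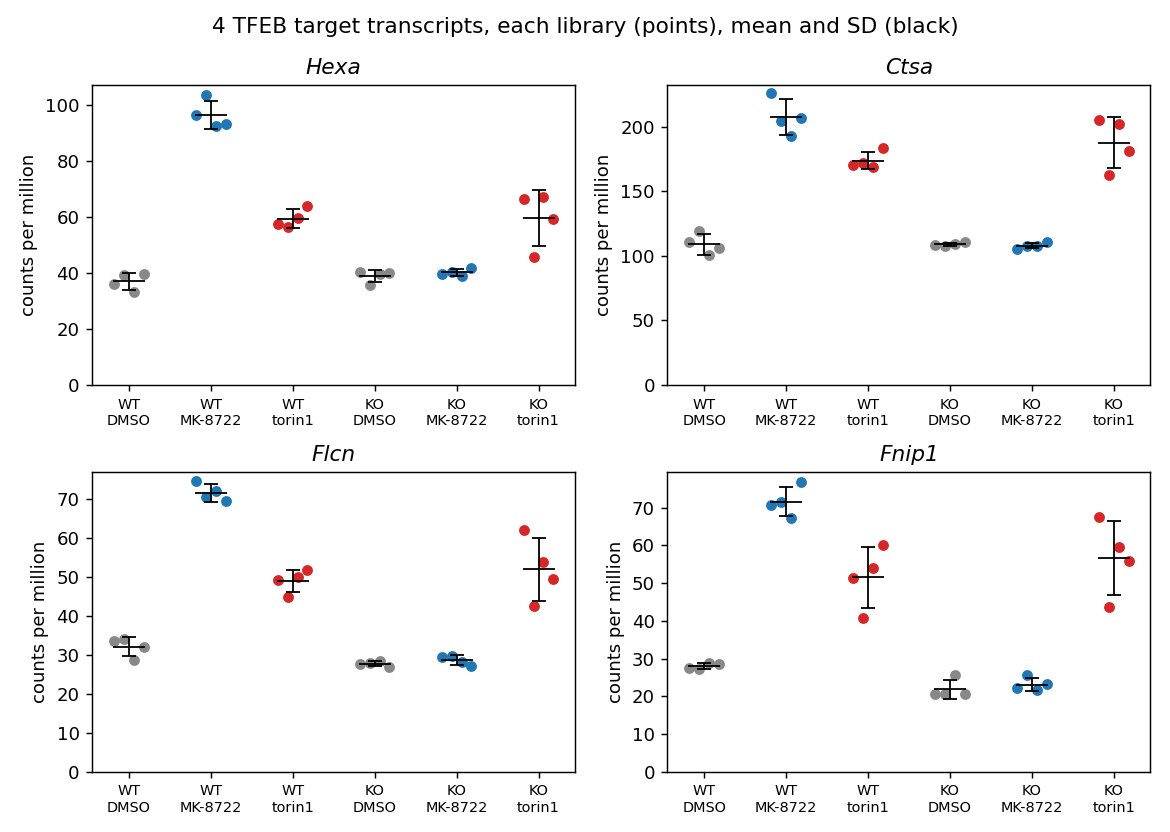
CPM (y axis, from 0) of Hexa, Ctsa, Flcn and Fnip1 in each of the 24 libraries by group, with points for libraries, a long bar for the mean and short bars for the SD (n = 4). MK-8722 raised the transcripts in WT, as for Hexa from 37 to 96.5 CPM, and left them near the DMSO level in AMPK KO, as for Hexa at 40.2 against 38.9 CPM.

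The transcripts of the transcription factors themselves changed less. In WT, MK-8722 lowered Tfeb (ENSMUSG00000023990, chromosome 17, 47737030 to 47792419) by a log2 fold change of -0.38 (SE 0.1, edgeR adjusted p = 0.0064) and Tfe3 (ENSMUSG00000000134, chromosome X, 7762560 to 7775202) by -0.26 (SE 0.039, edgeR adjusted p = 1.7e-05, just short of the 1.2-fold threshold). In AMPK KO, the values with MK-8722 were -0.12 and 0, with edgeR adjusted p of 0.61 and 0.98. Torin1 lowered Tfe3 in WT (-0.49) and in AMPK KO (-0.46), and Tfeb in AMPK KO (-0.46, SE 0.096, edgeR adjusted p = 0.00025) but not in WT (0.06, SE 0.097, edgeR adjusted p = 0.63, and -0.01 without WT DMSO replicate 4). For Mitf (ENSMUSG00000035158, chromosome 6, 97807052 to 98021349), the related factor, the edgeR adjusted p was under 0.05 for torin1 in WT against DMSO (0.45, SE 0.16, adjusted p = 0.019, and 0.096 without WT torin1 replicate 3) and against MK-8722 (0.51, SE 0.16, adjusted p = 0.0086). For torin1 in AMPK KO it was 0.096 (0.32, SE 0.16), and 0.039 with passage as a block.

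To look beyond single genes, 3 gene lists were examined, of lysosomal genes (73 genes), of targets of the stress-response factor ATF4 (36 genes) and of sterol synthesis genes (25 genes). Every listed gene was tested. With MK-8722 in WT, the lysosome list had a median log2 fold change of 0.59, with 57 genes higher and 0 lower, and 57 higher also when adjusted over the list alone (camera adjusted p = 1.4e-86, 70 of 73 genes positive). In AMPK KO, its median with MK-8722 was 0.00, with 0 genes called in either direction and 0 adjusted over the list alone (camera adjusted p = 0.73), while 5 genes were higher and 2 lower at an unadjusted p under 0.05. The difference between genotypes had a median of -0.61, with 55 genes lower and 0 higher, and 58 lower adjusted over the list alone (camera adjusted p = 5.8e-74). Torin1 raised the list by a median of 0.25 in WT (36 genes higher, 2 lower, the same counts adjusted over the list alone, camera adjusted p = 1.3e-06) and by 0.39 in AMPK KO (40 higher, 2 lower, the same adjusted over the list alone, camera adjusted p = 1.3e-10). The difference between genotypes with torin1 had a median of 0.08 (2 higher, 0 lower, camera adjusted p = 0.081). In WT, torin1 against MK-8722 gave a median of -0.28 (6 higher, 37 lower).

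The ATF4 list fell with torin1 by a median log2 fold change of -1.71 in WT (35 of 36 genes lower, 0 higher, camera adjusted p = 2.1e-28) and -1.64 in AMPK KO (36 lower, 0 higher, camera adjusted p = 2e-33), with the same counts adjusted over the list alone. With MK-8722 in AMPK KO, all 36 genes had a positive log2 fold change, with a median of 0.34 (2 higher, 0 lower, and 18 higher adjusted over the list alone, camera adjusted p = 7.9e-17). With MK-8722 in WT the median was -0.2 (1 higher, 4 lower, the same adjusted over the list alone, camera adjusted p = 0.0081), which became -0.4 without WT MK-8722 replicate 2 and -0.08 without WT DMSO replicate 4. The difference between genotypes with MK-8722 had a median of 0.59, positive in 35 of 36 genes (12 higher, 0 lower, and 25 higher adjusted over the list alone, camera adjusted p = 5.4e-11), and with torin1 of 0.11 (3 higher, 1 lower, camera adjusted p = 0.17).

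The sterol list fell with torin1 by a median of -0.79 in WT (22 of 25 genes lower, 0 higher, camera adjusted p = 6e-06) and -0.68 in AMPK KO (21 lower, 0 higher, camera adjusted p = 3e-06), with the same counts adjusted over the list alone. With MK-8722 the median was 0.27 in WT (6 higher, 0 lower, also adjusted over the list alone, camera adjusted p = 0.052) and -0.2 in AMPK KO (0 called, also adjusted over the list alone, 2 lower at an unadjusted p under 0.05, camera adjusted p = 0.0013). The WT value was 0.42 without WT MK-8722 replicate 2 and 0.16 without WT DMSO replicate 4, and the AMPK KO value was -0.12 without AMPK KO MK-8722 replicate 2. The difference between genotypes had a median of -0.47 with MK-8722 (3 lower, 0 higher, camera adjusted p = 0.00051) and 0.12 with torin1 (0 called, 1 higher at an unadjusted p under 0.05, camera adjusted p = 0.31).

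Camera assumes a preset correlation between genes of a list. Under a correlation estimated from the libraries, the calls for the lysosome list with MK-8722 in WT and for its difference between genotypes held (adjusted p = 0.00026 and 0.00034), and the others did not. Under fry, the calls held except those of the ATF4 list with MK-8722 in WT and of the sterol list with MK-8722 in AMPK KO and between genotypes, and the lysosome and sterol lists were in addition called between the genotypes in DMSO.

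**Figure D3:**
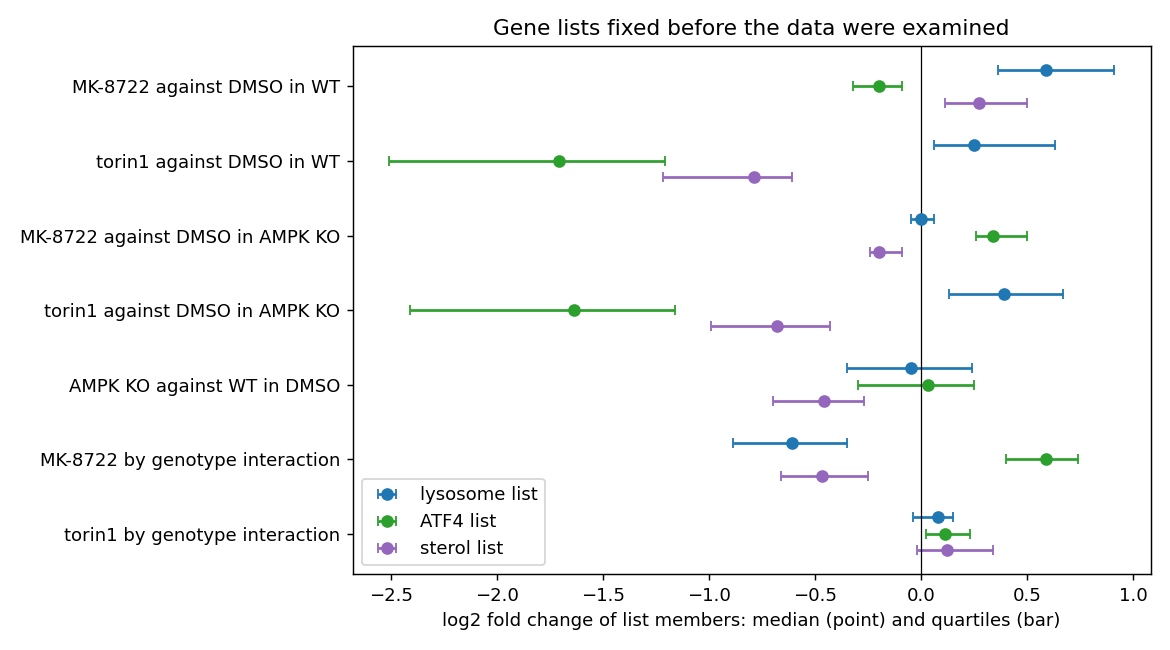
Median (point) and quartiles (bar) of the log2 fold change (x axis) over the genes of each list, by comparison (y axis). The lysosome list lies at 0.59 with MK-8722 in WT and at 0 in AMPK KO, and the ATF4 list at -1.71 and -1.64 with torin1 and on opposite sides of 0 with MK-8722.

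AMPK KO and WT were compared in DMSO for the basal difference between the lines, which also differed in passage range. At the same thresholds, 9007 genes differed, 4891 higher and 4116 lower in AMPK KO (54.3% higher, and 67.4% with library size alone). At a fold change of at least 1.5 the count was 5541. Gfra2 (ENSMUSG00000022103, chromosome 14, 70890120 to 70979838) and Hoxb2 (ENSMUSG00000075588, chromosome 11, 96350525 to 96354012) had 0 counts in each WT DMSO library and 26.7 ± 3.57 and 23.7 ± 1.16 CPM (SD, n = 4 each) in AMPK KO, which is at least 256-fold and at least 227-fold higher against a floor of 3 counts. Pitx1 (ENSMUSG00000021506, chromosome 13, 55825051 to 55836192) was at least 945-fold lower in AMPK KO, with 89 ± 5.17 CPM (SD, n = 4) in WT and at most 1 count in an AMPK KO library. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) was at least 3300-fold lower, with 311 ± 22.4 CPM (SD, n = 4) in WT and at most 2 counts in an AMPK KO library. The list medians were -0.05 for the lysosome list (15 higher, 21 lower, the same adjusted over the list alone, camera adjusted p = 0.16), 0.03 for the ATF4 list (5 higher, 7 lower, and 6 lower adjusted over the list alone, camera adjusted p = 0.85) and -0.46 for the sterol list (1 higher, 17 lower, the same adjusted over the list alone, camera adjusted p = 0.13).

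The median log2 fold change between AMPK KO and WT also differed between chromosomes. Over genes with a mean of at least 1 CPM, it was 0.47 on chromosome 15, 0.37 on chromosome 19 and 0.3 on chromosome 16, and -0.43 on chromosome 14, -0.4 on chromosome 18, -0.37 on chromosome 9 and -0.35 on chromosome 13. The range over autosomes was 0.9, against at most 0.19 in 10000 shuffles of genes over chromosomes. In the treatment comparisons, no chromosome median was farther than 0.07 from 0. Chromosome explained 2.31% of the variance of the log2 fold changes between the genotypes. Prkaa1 lies on chromosome 15.

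**Figure D4:**
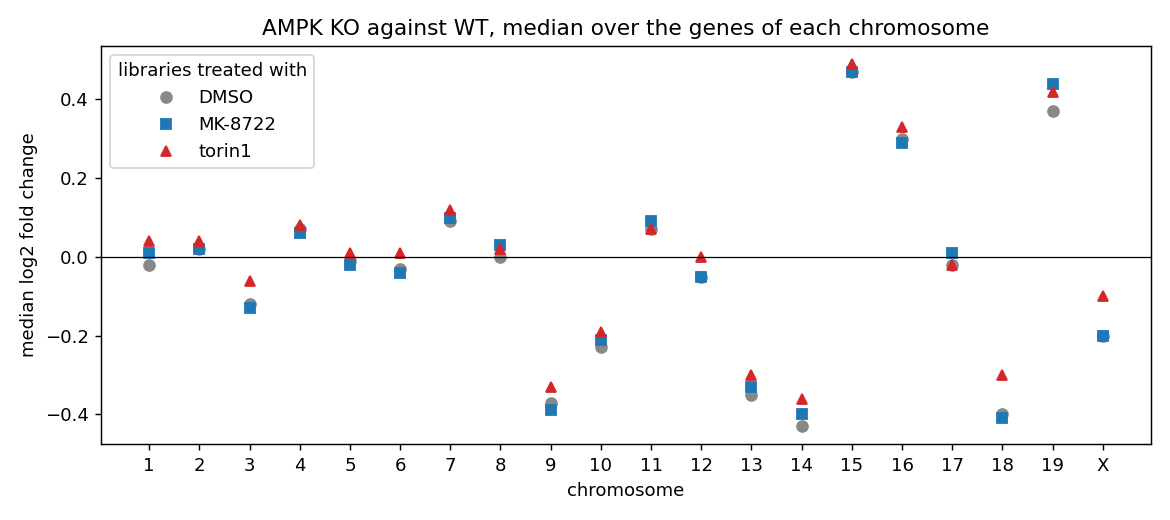
Median log2 fold change between AMPK KO and WT (y axis) over the genes of each chromosome (x axis), computed in libraries treated with DMSO, MK-8722 or torin1 (marker shapes). The medians fell at similar heights under the 3 treatments, as on chromosome 15 at 0.47, 0.47 and 0.49.

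Since passage could not be separated from genotype, a passage slope was fitted within each genotype with treatment as a term. In WT, 291 of 14352 genes had a slope at an adjusted p under 0.05, 124 of them rising, and 2524 had an unadjusted p under 0.05. In AMPK KO, 10 of 15265 genes did, 3 of them rising, and 1964 had an unadjusted p under 0.05. Both counts rested on single libraries, since they ranged from 46 (without WT DMSO replicate 4) to 687 in WT and from 0 (without AMPK KO DMSO replicate 1) to 37 in AMPK KO over the 12 fits that each left out 1 library.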

Values the study reported

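The study reported 1007 genes (11.6%) raised by torin1 and 807 genes (9.3%) raised by MK-8722 in WT MEFs against vehicle, at a fold change of at least 1.2 and a false discovery rate under 0.05. It reported that 87.5% of the genes raised by MK-8722 in WT were not raised in the cells lacking both AMPK catalytic subunits, an overlap of 12.5%. For torin1, it reported that 61% of the raised genes were shared by both genotypes.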

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

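In this part, the regroupings of the libraries were planned, and the exchanges within passages and the tests of GC content, scaling, single libraries, RNA quality and p53 were chosen after the results were seen.

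The response to MK-8722 differed between genotypes for 2023 genes, and for torin1 for 1119. A regrouping test asked whether other assignments of the treatment labels within each genotype give as many genes as the real one, in fits of the compared libraries alone, where the real assignment gave 1910 genes for MK-8722 and 1139 for torin1. For MK-8722, 1 of 100 assignments, the real one, gave as many. For torin1, 2 of 100 did, the real one included, and the largest count from another assignment was 7242. An assignment that swaps the treatments of 1 genotype sums the responses in place of subtracting them, which by construction gives large counts. Leaving out each library in turn gave 1728 to 2404 genes for MK-8722 and 859 to 1328 for torin1. With passage as a block, the count for torin1 was 1861. Each genotype here is also a passage range and a cell line, so these differences belong to the lines as cultured. Whether loss of AMPK or another difference between the lines is responsible stays untested in these libraries. For the RT-qPCR transcripts, the study also used a selective AMPK inhibitor in WT MEFs. It reported that the inhibitor, but not a related compound inactive on AMPK, abolished their induction by MK-8722. Induction by torin1 was reported to persist with the inhibitor.

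All 3 lists had a response to MK-8722 that differed between genotypes. For the lysosome list, with a median difference of -0.61, 1 of 100 assignments gave a median as far from 0, and with a GC and length offset the median was -0.61. GC content and gene length are therefore excluded as the whole cause. When treatments were exchanged within passages alone, 10 of 128 exchanges gave a median as far from 0, all 10 with the WT libraries as labelled or all exchanged. The list did not move in AMPK KO (-0.02 to 0.02 by passage), so exchanges there change little by construction, and this count says nothing. In WT the list rose at all 4 passages, with medians of 0.54 to 0.66. The RT-qPCR transcripts differed in the same direction, by -1.33 for Hexa, -0.94 for Ctsa, -1.11 for Flcn and -1.27 for Fnip1, and each kept its sign and its call in the 16 fits that each left out 1 library. A response of lysosomal transcripts to MK-8722 that needs AMPK is a candidate explanation, as a hypothesis, with the reservation on the lines given above. For the RT-qPCR transcripts, the inhibitor experiment of the study bears on it without the AMPK KO line.

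For the ATF4 list, with a median difference of 0.59, 4 of 100 assignments gave a median as far from 0, as did 1 of 128 exchanges within passages, the real one. The median was 0.6 with the GC and length offset, 0.57 at the lowest over 3 scalings and 0.41 at the lowest over the fits that each left out 1 library (without WT DMSO replicate 4), and all of these speak against the respective cause as the whole explanation. The difference was made of a rise in AMPK KO, with a median of 0.34, that 1 of the 35 splits of those 8 libraries gave, and a fall in WT, with a median of -0.2, that 16 of 35 gave. The splits do not keep passages together. Within passages, the median change was negative at all 4 in WT (-0.31 to -0.11) and positive at all 4 in AMPK KO (0.27 to 0.42). For exchanges within 1 genotype alone, 4 passages are too few to make a test. An effect of MK-8722 on ATF4 targets that does not need AMPK, and is hidden or opposed in WT, may be considered, but no test here separates it from a difference between the lines, and the camera call was lost under an estimated correlation (adjusted p = 0.4). For the sterol list, with a median difference of -0.47, 16 of 100 assignments gave a median as far from 0, so those assignments do not exclude chance. They also mix passages, and of the 128 exchanges within passages 1, the real one, gave a median as far from 0 (-0.43, with 0.41 as the next). Within passages, the change was -0.21 to -0.16 at all 4 in AMPK KO, and positive at 3 of 4 in WT (up to 0.58, and -0.04 at passage 12). Chance is thus argued against once passage is kept, but the call was lost under fry (adjusted p = 0.14) and under an estimated correlation (adjusted p = 0.73), so whether the list as a set differs stays open.

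Among single genes that met the naming rule, Pcdhga10 left aside, the response to MK-8722 differed most for Pde4b (3.69), Klf2 (2.7) and Gpnmb (-3.59). Pde4b and Klf2 fell in WT and not in AMPK KO, and Gpnmb rose in WT. In AMPK KO, Gpnmb was low in DMSO (0.842 ± 0.181 CPM, SD, n = 4), with 12 to 33 counts per library in DMSO and MK-8722, so its difference rests on few counts. Pcdhga10 had fitted differences of -4.48 for MK-8722 and -5.18 for torin1, but it had 0 to 9 counts in each WT library and 565 or more in each AMPK KO library, so both depend on the prior count, and its exons are shared within the cluster. For torin1, Slc7a3 (3.74) fell in WT and not in AMPK KO, Ddit4 (1.44) fell less in AMPK KO, Afap1l2 (-2.32) rose in WT from 1.38 ± 0.178 to 7.28 ± 1.22 CPM (SD, n = 4 each) and not in AMPK KO, and Fnip1 (0.49) rose more in AMPK KO. Slc7a3 was at 0.939 CPM in AMPK KO with DMSO, already below its level with torin1 in WT (2.16 CPM). Afap1l2 was at 42.6 CPM in AMPK KO with DMSO, already above its level with torin1 in WT. The Fnip1 difference lost its call in 13 of the 16 fits that each left out 1 library, and 1 of the others gave 0.57 (without WT torin1 replicate 4). No biological explanation of these single genes was tested.

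A library far from the other 3 of its group was found in 11 of 130 groups of values, where chance gives about 6. Of these 11, 5 were from the 3 WT libraries of passage 12. In DMSO, replicate 4 had 42.9 CPM of Slc7a3 (15.8 to 18.7 in the others), 114 CPM of Trib3 (61.7 to 65) and a mean log2 CPM of 5.5 over the sterol list (6 to 6.1). With MK-8722, replicate 2 had 15.8 CPM of Gfra1 (7.85 to 8.75), and with torin1, replicate 4 had a mean log2 CPM of 5.39 over the ATF4 list (5.28 to 5.29). In a comparison of each passage with the other passages of its genotype, 921 genes were called for passage 12, 332 for passage 13 and 0 for passages 14 and 15, which had 285 and 830 genes at an unadjusted p under 0.05. In AMPK KO the counts were 523 for passage 16, 146 for passage 17, 13 for passage 18 and 0 for passage 19, with 461 at an unadjusted p under 0.05. The earliest passage thus stood apart most in both genotypes. RNA quality could contribute, since RNA integrity numbers were 9.7 to 9.9 at passage 12 and 9.8 to 10 in the other WT libraries, but these ranges overlap, so RNA quality cannot be told apart from other features of these cultures. Activity of p53 could contribute too, since Cdkn1a was higher at passage 12 (log2 fold change 0.76, edgeR adjusted p = 0.0021), but the median of 7 genes of the p53 pathway was 0.09 with 4 of 7 positive (camera adjusted p = 0.8), which does not decide. What these cultures had in common beyond passage is not given by the labels, and since each WT group holds 1 such library, it adds to the spread more than to a treatment difference. Leaving out 1 of them unbalances the passages, and moved the WT responses to MK-8722 of the ATF4 list (-0.2) and the sterol list (0.27) to -0.08 and 0.16 without DMSO replicate 4, and to -0.4 and 0.42 without MK-8722 replicate 2. Within passage 12 the changes were -0.11 and -0.04, the closest to 0 of the 4 passages for both lists (-0.31 to -0.25 and 0.14 to 0.58 in the others).

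The other 6 such values came from 5 libraries, and 3 of the 6 from 2 libraries of passage 16, the passage with the most called genes in AMPK KO. In AMPK KO with DMSO, replicate 3 had 25.7 CPM of Fnip1 (20.6 to 20.7 in the others) and 0.0305 CPM of Pitx1 (0 in the others), the latter being 1 count, and replicate 4 had 0.03 CPM of Xist (0.061 to 0.0654), also 1 count against 2. Without replicate 3, the response of Fnip1 to MK-8722 in AMPK KO was 0.16 in place of 0.08 and was not called either. In WT with DMSO, replicate 2 had 26.8 CPM of Klf2 (22 to 22.6), in AMPK KO with MK-8722 replicate 4 had 16.2 CPM of Klf2 (14.5), and in AMPK KO with torin1 replicate 1 had 63.2 CPM of Tfe3 (67.3 to 68). Chance gives about 6 over all groups, and no explanation of these values was tested.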

How the results depend on the processing

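Counts of genes, shares, named genes and list medians were recomputed under the alternatives that apply to them. The thresholds of adjusted p alone and of a fold change of at least 1.5 apply to counts and shares, and the set tests to lists. The test against a fold change of 1.2 and DESeq2 gave no list tests, and passage slopes were recomputed under the scalings, the filters and the fits that leave out a library. With at least 10 counts in every sample, 10 values of named genes could not be given, and with the compared libraries alone Pcdhga10 with torin1 in WT could not. For a single gene or a list, called here means an adjusted p under 0.05 alone. Under the settings that give list tests, other than leaving out a library, the lysosome list with MK-8722 in WT had medians of 0.57 to 0.6, and its difference between genotypes medians of -0.64 to -0.59, with adjusted p of at most 0.00034. Leaving out any library changed neither call. Hexa, Ctsa, Flcn and Fnip1 kept their calls with MK-8722 in WT, with torin1 in both genotypes and for the difference between genotypes with MK-8722 under every setting run for genes, those that leave out a library included. Rounding of the counts changed no call. Where no cause is named below, the cause was not tested.

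Counts of called genes moved with the thresholds, which by construction pass more or fewer genes. With the adjusted p alone, MK-8722 gave 4447 genes in WT and 423 in AMPK KO, and the shares of genes raised in WT that were raised in AMPK KO were 2.82% for MK-8722 and 78% for torin1. At a fold change of at least 1.5, the counts were 833 and 64 for MK-8722 in WT and AMPK KO, 3855 and 3146 for torin1, 5541 between genotypes, 681 and 305 for the interactions of MK-8722 and torin1, and 3551 for torin1 against MK-8722, with shares of 0.709% and 62%. In the test against a fold change of 1.2, they were 843 and 8 for MK-8722, 500 and 101 for the interactions, with shares of 0 and 67.6%. Under that test, the differences between genotypes in DMSO of Prkaa1 (-0.19), Prkaa2 (-0.56), Flcn (-0.21) and Fnip1 (-0.36) were no longer called. The interactions of Fnip1 with torin1 (0.49) and of Pcdhga10 with MK-8722 (-4.48) were also lost. With MK-8722 in AMPK KO, Stc2 (1.26), Tnfaip2 (0.92), Cyp1b1 (-2.19) and Arrdc4 (-1.08) lost their calls. In WT, Tfeb (-0.38) and Tfe3 (-0.26) with MK-8722 and Mitf (0.45) with torin1 lost theirs.

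Scaling moved small values across 0 or the threshold. With DESeq2 size factors, the torin1 share was 71.9%, the sterol list with MK-8722 in WT was called (0.26, adjusted p = 0.048) and the Fnip1 interaction with torin1 was not (0.47). With library size alone, between genotypes the lysosome list (0.09) and Ctsa (0.14) reversed, Hexa was called (0.21), and Prkaa1 (-0.05), Prkaa2 (-0.42), Flcn (-0.07) and Fnip1 (-0.21) were not, with Fnip1 also lost for the torin1 interaction (0.46). In AMPK KO with MK-8722, the lysosome list (-0.02) and Tfe3 (-0.01) reversed. The sterol list with MK-8722 in WT was called (0.27, adjusted p = 0.045), the share of genes raised by both drugs was 61.4%, and the passage slope in AMPK KO gave 23 genes. DESeq2 itself gave shares of 2.63% for MK-8722 and 71.6% for torin1.

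Without a filter on low counts, the ATF4 list between genotypes (-0.02), and the lysosome list (0) and Tfe3 (0) with MK-8722 in AMPK KO reversed. Called in addition were the lysosome list for the torin1 interaction (0.08, adjusted p = 0.0032), the sterol list between genotypes (-0.51, adjusted p = 0.0028) and with MK-8722 in WT (0.24, adjusted p = 0.0032). The torin1 share was 69.7%, and the passage slope in AMPK KO gave 153 genes. With at least 10 counts in every sample, the lysosome list (0.03) and Ctsa (0.05) between genotypes, and the lysosome list (0) and Tfe3 (0) with MK-8722 in AMPK KO reversed. Flcn between genotypes (-0.16) and the Fnip1 interaction with torin1 (0.44) lost their calls, the torin1 share was 71.6%, and the slope gave 18 genes.

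With the offset for transcript length, MK-8722 gave 137 genes in AMPK KO, with shares of 1.09% and 70.7% for MK-8722 and torin1. Ctsa with MK-8722 in AMPK KO (0) and Mitf with MK-8722 in WT (0.02) reversed, the sterol list with MK-8722 in WT was called (0.28, adjusted p = 0.03), and the Fnip1 interaction with torin1 was not (0.5). In fits of the compared libraries alone, the shares were 2.58% and 71.3%, and 51.3% for both drugs. Ctsa between genotypes (0.01) and the lysosome list with MK-8722 in AMPK KO (0) reversed, the ATF4 list was called for the torin1 interaction (0.03, adjusted p = 0.036), and the Fnip1 interaction was not (0.42).

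The GC and length offset was chosen after seeing the data. With it, the ATF4 list (-0.03), Hexa (-0.05) and Prkaa1 (0.01) between genotypes and Tfe3 with MK-8722 in AMPK KO (-0.01) reversed. Between genotypes, Ctsa was called (-0.25) and Prkaa2 (-0.29) and Fnip1 (-0.16) were not, and the Fnip1 interaction with torin1 (0.4) lost its call. The torin1 share was 72.2%, and the sterol list with MK-8722 in WT was called (0.26, adjusted p = 0.038).

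Replicate numbers did not pair the libraries. The median correlation of the deviations of same-numbered libraries was 0.02 in WT and -0.01 in AMPK KO (exact permutation p = 0.25 and 0.45 over 576 arrangements). With replicate number as a block, MK-8722 gave 246 genes in AMPK KO, the torin1 interaction 1086, and no call changed. For libraries of the same passage the medians were 0.1 and 0.13 (exact permutation p = 0.0035 and 0.0017), so libraries of a passage varied together. Single pairs lay between 0 and 0.28 in WT and between -0.01 and 0.37 in AMPK KO. Pairs of different passages reached at most 0.07 in either genotype. The main fit has no block for passage and leaves this shared variation in its error. With passage as a block, MK-8722 gave 729 genes in AMPK KO and the torin1 interaction 1861, with a share of 5.23% for MK-8722. The sterol list with MK-8722 in WT (0.26, adjusted p = 0.031) and the Flcn interaction with torin1 (0.29) were called, and Ctsa between genotypes (0) reversed. The GC and length offset with passage as a block was also chosen after seeing the data. It gave 760 and 1766 genes and shares of 5.42% and 72.5% for MK-8722 and torin1. The sterol list with MK-8722 in WT (0.25, adjusted p = 0.024), Ctsa between genotypes (-0.25) and the Flcn interaction (0.32) were called, and the ATF4 list (-0.02), Hexa (-0.05) and Prkaa1 (0.01) between genotypes and Tfe3 with MK-8722 in AMPK KO (0) reversed.

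The set tests changed the calls of lists and not their medians. Under camera with an estimated correlation, the calls were lost for the ATF4 list with MK-8722 in AMPK KO (0.34), in WT (-0.2) and between genotypes (0.59), and with torin1 in AMPK KO (-1.64) and in WT (-1.71), for the lysosome list with torin1 in AMPK KO (0.39) and in WT (0.25), and for the sterol list with MK-8722 in AMPK KO (-0.2) and between genotypes (-0.47) and with torin1 in AMPK KO (-0.68) and in WT (-0.79). The adjusted p of these ranged from 0.091 to 0.85. Under fry, the calls of the ATF4 list with MK-8722 in WT (-0.2) and of the sterol list with MK-8722 in AMPK KO (-0.2) and between genotypes (-0.47) were lost, and the lysosome (-0.05) and sterol (-0.46) lists were called between genotypes (adjusted p = 0.016 and 0.032).

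Leaving out each library in turn gave 8 fits for a comparison of 8 libraries, 16 for an interaction or a share and 12 for a passage slope or the share of both drugs, and each range is given over those fits. Counts ran from 46 (without WT DMSO replicate 4) to 687 (without WT torin1 replicate 2) for the passage slope in WT, from 121 (without AMPK KO MK-8722 replicate 1) to 271 (without AMPK KO MK-8722 replicate 2) for MK-8722 in AMPK KO and from 0 (without AMPK KO DMSO replicate 1) to 37 (without AMPK KO MK-8722 replicate 3) for the passage slope in AMPK KO. Shares ran from 52.1% (without WT torin1 replicate 4) to 56.4% (without WT torin1 replicate 1) for the share of MK-8722-raised genes in WT also raised by torin1 in WT and from 64.5% (without AMPK KO DMSO replicate 4) to 74.9% (without WT DMSO replicate 3) for the share of torin1-raised genes in WT also raised in AMPK KO. Another ran from 0.804% (without AMPK KO MK-8722 replicate 1) to 2.41% (without WT DMSO replicate 4) for the share of MK-8722-raised genes in WT also raised in AMPK KO. List medians ran from -0.06 (without WT DMSO replicate 1) to 0.14 (without WT DMSO replicate 4) for the ATF4 list between genotypes, from -0.01 (without WT DMSO replicate 4) to 0.18 (without WT DMSO replicate 1) for the ATF4 list for the torin1 interaction and from 0.16 (without WT DMSO replicate 4) to 0.42 (without WT MK-8722 replicate 2) for the sterol list with MK-8722 in WT. Further medians ran from -0.01 (without WT torin1 replicate 1) to 0.08 (without WT DMSO replicate 4) for the lysosome list for the torin1 interaction, from -0.4 (without WT MK-8722 replicate 2) to -0.08 (without WT DMSO replicate 4) for the ATF4 list with MK-8722 in WT and from -0.6 (without WT DMSO replicate 4) to -0.4 (without AMPK KO DMSO replicate 3) for the sterol list between genotypes. The other medians ran from 0.03 (without AMPK KO DMSO replicate 3) to 0.25 (without WT DMSO replicate 4) for the sterol list for the torin1 interaction, from -0.01 (without AMPK KO DMSO replicate 2) to 0.02 (without AMPK KO MK-8722 replicate 3) for the lysosome list with MK-8722 in AMPK KO and from -0.24 (without AMPK KO DMSO replicate 3) to -0.12 (without AMPK KO MK-8722 replicate 2) for the sterol list with MK-8722 in AMPK KO. Log2 fold changes of genes ran from 0.39 (without AMPK KO DMSO replicate 4) to 0.57 (without WT torin1 replicate 4) for Fnip1 for the torin1 interaction, from -0.08 (without WT DMSO replicate 3) to 0 (without WT DMSO replicate 2) for Ctsa between genotypes and from -0.02 (without WT DMSO replicate 3) to 0.1 (without AMPK KO DMSO replicate 2) for Hexa between genotypes. Those of other genes ran from -0.78 (without AMPK KO DMSO replicate 3) to -0.44 (without AMPK KO DMSO replicate 4) for Prkaa2 between genotypes, from -0.01 (without WT DMSO replicate 4) to 0.12 (without WT torin1 replicate 4) for Tfeb with torin1 in WT and from -0.05 (without AMPK KO DMSO replicate 3) to 0.03 (without AMPK KO DMSO replicate 4) for Tfe3 with MK-8722 in AMPK KO. Still another ran from 0.19 (without AMPK KO torin1 replicate 1) to 0.35 (without WT DMSO replicate 3) for Flcn for the torin1 interaction.

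The remaining values are other named genes, counts of genes higher and lower and shares of both genotypes. Of these, 809 were recomputed under settings other than leaving out a library, and 725 of the 809 kept direction and call. Of the others, 10 lost their call, some of them named above, 1 gained one and 6 reversed as named above. Another 67 counts or shares moved (a count by over 1.5 times, a share out of its Wilson interval). Of 608 recomputed with a library left out, 553 kept both, 12 lost their call, 0 gained one, 3 reversed and 40 counts or shares moved. Depth limits the genes near the floor, such as Pcdhga10 in WT and the Y-linked genes, where a few counts decide a value.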

Other observations

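In this part, the tests of copy number, GC content, passage drift and a second X chromosome were written down before their values were seen, and the others were chosen after the values were seen.

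The number of genes raised by torin1 in WT here was 4204. That is higher than the value quoted from the study above. The number raised by MK-8722 in WT here was 1587. That is higher than the value quoted from the study above. The percentages quoted beside both counts imply 1 common base, as the regions of 1 overlap diagram have, so the quoted counts may be single regions and not totals. A count of 1 region would be lower by construction, and these comparisons then say nothing. Of the genes raised by MK-8722 in WT here, 1.76% were raised in both genotypes, which is 1.65% of the genes raised in either, and with passage as a block the shares were 5.23% and 4.43%. These are lower than the value quoted from the study above. For torin1, 60.8% of the genes raised in either genotype here were raised in both, and 74.7% of those raised in WT. The former is close to the value quoted from the study above, whose base is not stated. The share of 60.8% became 56.4% to 59.6% over the 16 fits that each left out 1 library. It was 50.2% at a fold change of at least 1.5 and 63.5% with the adjusted p alone. The closeness thus depends on the setting.

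Splits of the libraries were counted for the comparisons between groups of 4 as well, in fits of those 8 libraries alone. For each of the 6 comparisons without an interaction, 1 of the 35 splits, the real one, called as many genes. A list median as far from 0 was given by 1 of 35 splits for the lysosome list with MK-8722 in WT, with torin1 in WT, with torin1 in AMPK KO and between genotypes, for the ATF4 list with torin1 in WT and in AMPK KO, and for the sterol list with torin1 in WT and in AMPK KO. It was given by 11 of 35 for the sterol list with MK-8722 in WT, 34 of 35 for the lysosome list and 4 of 35 for the sterol list with MK-8722 in AMPK KO, and 29 of 35 for the ATF4 list and 4 of 35 for the sterol list between genotypes. For the interaction of torin1, 100 of 100 assignments did so for the lysosome list, 96 for the ATF4 list and 84 for the sterol list, and 99, 110 and 110 of 128 exchanges of treatments within passages. The medians in the fit of those libraries alone were 0, 0.03 and 0.05, where the fit of all libraries gave 0.08, 0.11 and 0.12. Any assignment is as far from a median of 0, and torin1 moved each list in both genotypes, so that an exchange puts this response into the difference. These counts therefore say nothing by construction. For the passage slope, 1 of 100 reassignments of passages within treatments called as many genes in WT and 3 of 100 in AMPK KO, where the largest other count was 1376. The lysosome median between genotypes was -0.05 over members that went both ways, so its split says little.

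Xist and Y-linked transcripts split the libraries by genotype label. Each WT library had 7806 to 15981 counts of Xist and 0 to 2 counts over Ddx3y, Eif2s3y, Kdm5d and Uty, while each AMPK KO library had 1 to 3 counts of Xist and 14 to 50 counts over these Y-linked genes. Of 24 libraries, 0 had the counts of the other label, so no single library was exchanged between the genotype labels. Reads of the X-linked homologues assigned to the Y are excluded as the source, since these homologues were abundant in WT, where the Y-linked counts summed to 3 over 12 libraries. The lines thus may come from embryos of different sex, which the labels do not state. In AMPK KO libraries, Ddx3y, Eif2s3y, Kdm5d and Uty had at most 23, 19, 16 and 8 counts. Their X-linked homologues had at least 6720, 8334, 4672 and 897 there. With Y-linked counts so low, these values do not show whether most AMPK KO cells carried a Y chromosome. A second X chromosome in the WT line was tested with 6 genes that escape X inactivation. Their median log2 fold change between AMPK KO and WT was -0.42, with 4 of 6 lower, but 10000 random lists of X-linked genes of the same size had a median of -0.18 and a share of 0.17 of them were as low, so this test does not decide. The X homologues were lower in AMPK KO, by -0.3 for Ddx3x, -0.89 for Eif2s3x, -0.78 for Kdm5c and -0.68 for Kdm6a. The difference in sex chromosomes adds to what the comparison of AMPK KO with WT holds besides AMPK. The split was present under each treatment, but its size in transcripts was not constant. Xist rose with torin1 in WT by a log2 fold change of 0.54 (SE 0.057, edgeR adjusted p = 1.5e-08). The median of X-linked genes between AMPK KO and WT was -0.2 in DMSO, -0.2 with MK-8722 and -0.1 with torin1.

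Since Xist separated the lines so fully, it bears on why Prkaa1 and Prkaa2 transcripts were present in the AMPK KO libraries. WT cells mixed into the AMPK KO cultures would bring Xist in proportion. The largest Xist level in an AMPK KO library was 0.0321% of the lowest WT library. In DMSO, Prkaa1 stood at 87.6% and Prkaa2 at 67.8% of the WT level, so mixing is excluded. Transcripts left in place by the knockout alleles may explain the values, but reads per exon were not analysed here.

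Y-linked counts in the AMPK KO libraries fell with passage. The summed CPM of the 4 genes had a Spearman's rho of -0.6 with passage over 12 libraries (permutation p = 0.055, adjusted over the 2 coefficients 0.055) and a Pearson's r of -0.75 (permutation p = 0.014, adjusted 0.029). Without the 2 libraries farthest from the median passage, r was -0.55 and rho -0.32, and within passages 17 to 19 they were -0.06 and -0.05, so the relation rests on passage 16, at 1.44 ± 0.097 CPM (SD, n = 3) against 0.639, 0.657 and 0.622 CPM at passages 17, 18 and 19. A falling share of cells that carry a Y chromosome may be considered, but a step at 1 passage and at most 50 counts per library do not decide it, and it cannot be told apart from another difference of the passage 16 cultures.

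The chromosome-wide shifts between AMPK KO and WT were weighed against technical explanations. Chance spread of single genes is excluded, since the share of shuffles with chromosome medians as far apart was 1e-04, the smallest that 10000 shuffles can give. GC content and gene length are excluded as the whole cause, since the range of autosome medians was 0.9 and was 0.79 with the offset. A steady drift with passage is excluded at the rate seen within a genotype, which over the mean gap of 4 passages gave ranges of 0.12 in WT and 0.06 in AMPK KO. A different chromosome copy number in the lines would shift whole chromosomes rather than parts. In windows of 10 Mb, 98.4% of the 62 windows on the 6 autosomes with the largest shifts had the sign of their chromosome, against 68.9% of the 183 windows on the other autosomes. Among the latter, the share was lowest on chromosome 8, with 5 of 13 windows (median 0). It was 16 of 16 on chromosome 3 (median -0.12), 13 of 13 on chromosome 10 (median -0.23) and 10 of 10 on chromosome 16 (median 0.3). The 6 autosomes were chosen for their shifts, and windows of a chromosome with a median near 0 take both signs by construction, so this comparison does not decide. Gains or losses of whole chromosomes in part of the cells of either line may be considered, as a hypothesis that RNA alone cannot settle. Prkaa1 lies on chromosome 15, with a median of 0.47, so a lower transcript level of this gene could be masked by such a shift. With the GC and length offset its log2 fold change was 0.01 where the chromosome median was 0.42.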
